A study of Mus musculus with 4 samples. Its data were reported in "IL-17+ CD8+ T cell suppression by dimethyl fumarate associates with clinical response in multiple sclerosis" (2019).

How the data were processed

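CD8+ T cells from the spleen and lymph nodes of C57BL/6 mice were isolated by magnetic negative selection and cultured for 2 days as CTLs, with IL-2 and anti-IFN-γ, or as Tc17 cells, with IL-6 and TGF-β in addition. Per the labels, total RNA was amplified in 2 cycles of cDNA synthesis, and single-stranded cDNA was fragmented, labeled with biotin and hybridised to arrays, 1 per sample. The authors deposited log2 values made with RMA, which corrects the background, normalises the arrays to each other by quantiles and summarises the probes of each probe set. The version of RMA, its settings and the log base are not given in the sources used here. The range of the values, from 1.18 to 13.70, is that of log2 intensities, and they were used as such. Quantile normalisation gives the arrays nearly the same distribution, so a shift of all transcripts between the groups cannot be seen. Differences of dim probe sets are compressed by the background, so their fold values are too small. The table has no detection calls.

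The value table has 35557 rows. A platform annotation paired 21789 of them with 1 gene symbol and 1621 with several, and 12147 rows were not in it. Gene identifiers of 21698 probe sets matched the mouse RefSeq gene table, which changed 0 symbols. For each of the 19938 genes the probe set with the highest mean over the 4 arrays was used (999 genes had at least 2 probe sets), and rows with several symbols or none were left out. Genes whose mean was under the 25th percentile of 2.59 (4985 genes) were left out, and 14953 were tested. No genomic coordinates are given, since no genome build was used here.

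Groups were taken from the labels, and Tc17 was compared with CTL in limma 3.58.1 (lmFit and eBayes, R 4.3.3), without pairing, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The prior had 8.98 degrees of freedom and an SD of 0.138, and the arrays gave 2 residual degrees of freedom. In 20 sets of simulated data with 14953 genes, 4.52% of the calls were false, and 15.2% of the genes changed by 0.5 on the log2 scale, 96.2% of those changed by 1, 99.9% by 2 and 100% by 3 were recovered. Differences are Tc17 minus CTL on the log2 scale with the standard error of the fit, and levels are means ± SD of 2 arrays. For arrays, their number limits the precision.

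Before the data were examined, 27 gene lists with 410 genes were written down, of which 374 genes had a probe set of their own. Lists were tested with camera at a preset inter-gene correlation of 0.01, again with a correlation estimated from the arrays, and with fry, which tests whether the genes of a list move one way on balance. Benjamini-Hochberg adjustment was over the 27 lists. None of the 12 lists past the threshold in camera passed with an estimated correlation, where the lowest adjusted p was 0.389. The estimated correlation lay below the preset 0.01 for the type 17 (-0.071), γδ T cell (-0.24) and T cell receptor and CD8 (-0.029) lists. Their unadjusted camera p still rose, from 1.14e-11 to 0.0186, from 0.00835 to 0.115 and from 4.58e-04 to 0.0678. A higher correlation thus does not account for the loss in these lists. In the others past the threshold the estimate lay above 0.01. In the simulated data camera found 100% of the lists of 20 genes moved by 0.5, and 1.5% of the lists that were not moved had a p under 0.05. This rate was not measured for lists of correlated genes. In the arrays the estimated correlation was 0.42 for the interferon, 0.53 for the cell cycle and 0.70 for the type 2 list. Named genes followed a rule fixed at the same time. It took the 12 genes with the largest increase and the 12 with the largest decrease among those past the threshold whose groups did not overlap, leaving out predicted genes, clones, small RNAs and receptor segments (0 and 0 left out). It also took each gene that the study names, and from each list the 2 members with the largest increase and the 2 with the largest decrease past the threshold, or the member with the smallest p, and for cell types the brightest member. A planned ratio of a type 17 regulator to *Tbx21* was not analysed here. Genes named outside the rule were chosen after their values were seen.

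The alternatives were no filter or a filter at the median, an intensity trend with robust moderation, cyclic loess or median centring of the arrays, the mean of a gene's probe sets, every row of the table, the replicate number as a block, the study's RNA-seq thresholds, other set tests, and each array left out in turn. A fit without an array leaves a group with 1 sample, which is then assumed to vary like the other group. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.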

Results

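Transcript levels were measured on whole-transcript oligonucleotide arrays in CD8+ T cells taken from the spleen and lymph nodes of C57BL/6 mice and cultured for 2 days. CTL (cytotoxic T lymphocyte) cultures received IL-2 and an antibody against IFN-γ. Tc17 cultures, which make IL-17, received IL-6 and TGF-β in addition. There were 2 biological replicates per group and 4 arrays in all. The values were RMA intensities, taken as log2, with array medians of 3.18 and 3.19 for CTL and 3.20 and 3.19 for Tc17. Across the 14953 genes tested, the correlation between arrays of a group was 0.993 for CTL and 0.993 for Tc17, against 0.967 to 0.973 between groups. These correlations are across genes, which are not independent replicates. The first principal component took up 78.2% of the variance and separated the groups. The labels do not say whether the replicates came from separate animals, so the p-values measure the spread between these samples. The study used the arrays to define gene sets for Tc17 cells and CTLs, and the comparison asks which transcripts tell these cells apart.

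Tc17 cells carried far more *Il17f* than CTLs, at 8.96 ± 0.37 against 3.15 ± 0.29 (log2, mean ± SD, n = 2 per group), a 56.2-fold difference. The same cells carried 19.0-fold less *Ifng*, at 6.07 ± 0.23 against 10.33 ± 0.34. After *Il17f*, the largest increases were in *Nt5e*, which encodes the adenosine-producing ectoenzyme CD73 (21.1-fold), *Itgae*, the integrin chain CD103 that binds E-cadherin on epithelium (18.3-fold), *Timp1*, an inhibitor of metalloproteinases (17.1-fold), *Igfbp4*, an insulin-like growth factor binding protein (16.7-fold), and *Ahr*, the aryl hydrocarbon receptor (15.4-fold). *Cd7* (14.3-fold), *Serpinb1a*, an inhibitor of granule proteases (13.3-fold), the chemokine receptor gene *Cxcr6* (12.1-fold), *Sema4f* (11.1-fold), the cytokine gene *Il21* (9.23-fold) and *Ust*, a sulfotransferase gene (9.02-fold), completed the 12 largest. The CTL levels of *Il21* (2.17) and *Timp1* (2.45) lay under the level of 2.59 used to leave out dim genes, where background compresses differences, so the order among the 12 is not fixed. After *Ifng*, the largest decreases were in *Csf2*, which encodes GM-CSF (11.5-fold), the chemokine gene *Ccl5* (9.24-fold), the interferon-induced *Usp18* (8.52-fold), the stress-induced transcription factor gene *Atf3* (7.41-fold), *Il23a*, a subunit of IL-23 (6.87-fold), *Serpinb6b* (6.78-fold), *Cd80*, a ligand of CD28 (6.49-fold by the brighter of its probe sets), *Cth*, an enzyme of cysteine synthesis (6.41-fold), *Lta*, which encodes lymphotoxin alpha (6.37-fold), *Eomes* (5.94-fold) and *Notch2* (5.89-fold). With the mean of its probe sets the log2 difference of *Cd80* was -1.82, smaller in size than that of *Notch2* (-2.56). The limma adjusted p of these 24 genes was at most 2.70e-05, and for each of them both arrays of a group lay on the same side of both arrays of the other.

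**Figure D1:**
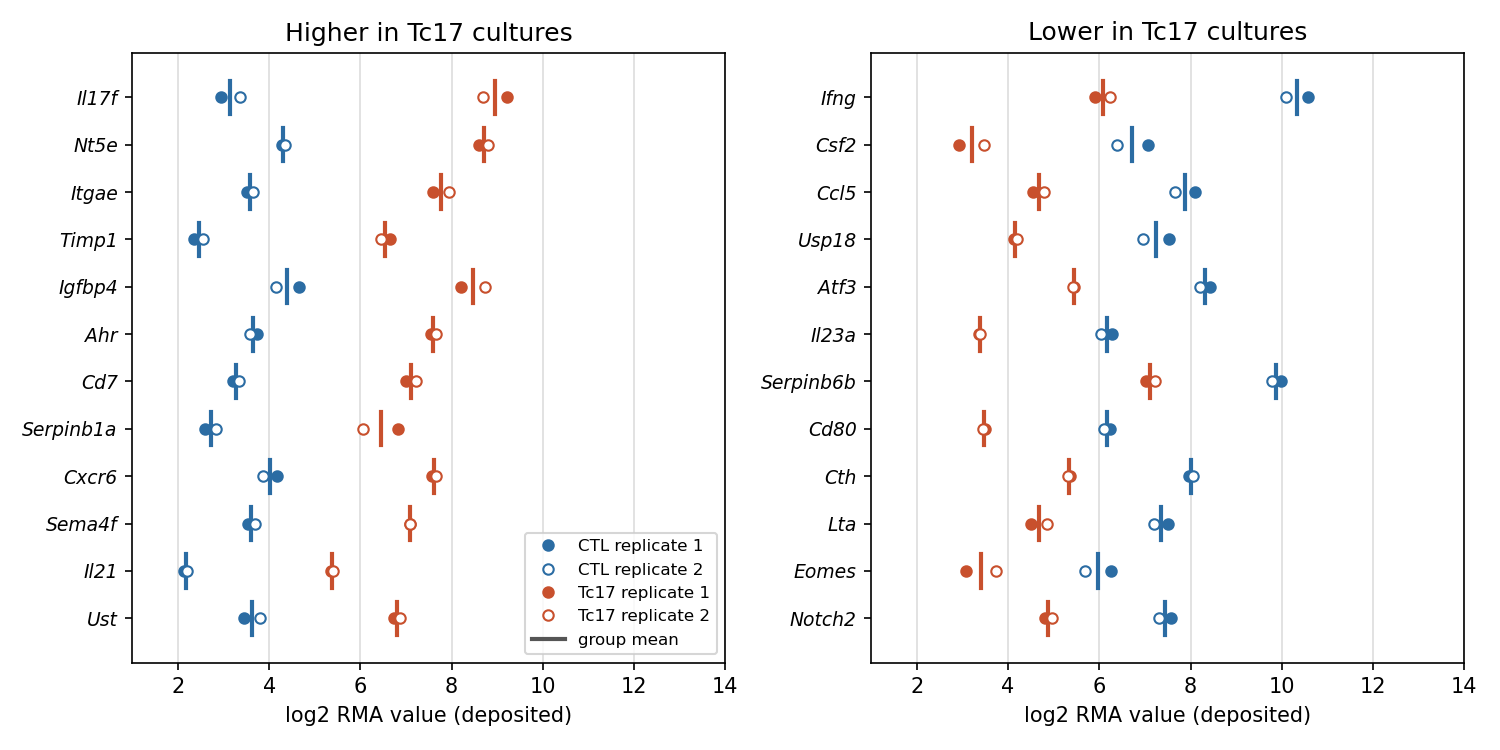
Deposited RMA values, taken as log2 (horizontal axis), of the 12 genes with the largest increase (left) and the 12 with the largest decrease (right) in Tc17 cells. Circles are single arrays, blue for CTL and red for Tc17, filled for replicate 1 and open for replicate 2, and vertical bars are group means. *Il17f* rose from a mean of 3.15 to 8.96 and *Ifng* fell from 10.33 to 6.07.

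Of the 14953 genes tested, 2342 differed between the groups at a limma adjusted p under 0.05, 1229 of them higher and 1113 lower in Tc17 cells. A difference of at least 2-fold was found for 462 of these, 284 higher and 178 lower, and a difference of at least 4-fold for 72. At the stricter thresholds that the study applied to its RNA-seq (adjusted p under 0.01 and a log2 difference of at least 0.75), 919 genes passed. The groups did not overlap for 54.4% of the tested genes, against 33.3% by chance with 2 arrays per group. The count of 2342 fell to 1538 without CTL replicate 1, to 1421 without Tc17 replicate 2 and to 855 in a test of every row of the table. The number of arrays limits the precision, and an exact permutation test with 2 against 2 cannot give a p under 0.333.

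Of the type 17 and CTL genes that the study names, 12 were tested. Among the type 17 genes, *Il17f* rose as given above, *Il21* rose by 3.21 ± 0.13 (log2 difference ± SE), *Il17a* by 2.39 ± 0.15 and *Rora*, a transcription factor gene of type 17 cells, by 1.76 ± 0.13. Their limma adjusted p was at most 9.78e-06. *Il23r*, a subunit of the IL-23 receptor, differed by 0.44 ± 0.16 (limma adjusted p = 0.0970) and the chemokine receptor gene *Ccr6* by 0.15 ± 0.18 (limma adjusted p = 0.680). Both were dim. *Il23r* was at 2.90 ± 0.15 in Tc17 cells against 2.45 ± 0.31 in CTLs, the latter under the filter level of 2.59. *Ccr6* was at 3.17 ± 0.37 against 3.02 ± 0.24, with both means under the lowest array median of 3.18. Background compresses such differences, so these values do not show equal levels. Among the CTL genes, *Ifng* and *Eomes* fell as above and *Gzmb*, which encodes the cytotoxic protease granzyme B, fell by 2.33 ± 0.13 (limma adjusted p = 7.03e-07) from a level of 11.57 ± 0.01 in CTLs. *Tbx21*, which encodes T-BET, differed by -0.40 ± 0.13 (limma adjusted p = 0.0662), and *Prf1*, which encodes perforin, by 0.25 ± 0.13 (limma adjusted p = 0.267). *Gzmc* went the other way and was higher in Tc17 cells by 0.63 ± 0.15 (limma adjusted p = 0.0131), at low levels of 4.20 ± 0.22 against 3.57 ± 0.14. In total 5 of the 12 rose and 3 fell over all genes tested, and 6 rose and 4 fell adjusted over the list alone. The study defined its Tc17 and CTL gene sets on these arrays. Both counts use the same genes on the same arrays, so neither is independent of those sets. The call of *Gzmc* was lost without CTL replicate 1 (0.53) and without Tc17 replicate 2 (0.48), while *Il23r* was 0.22 without CTL replicate 1 and passed without CTL replicate 2 (0.67). *Ccr6* was 0.32 without CTL replicate 1, -0.02 without CTL replicate 2, -0.11 without Tc17 replicate 1 and 0.41 without Tc17 replicate 2, and *Prf1* was 0.14 without Tc17 replicate 2.

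**Figure D2:**
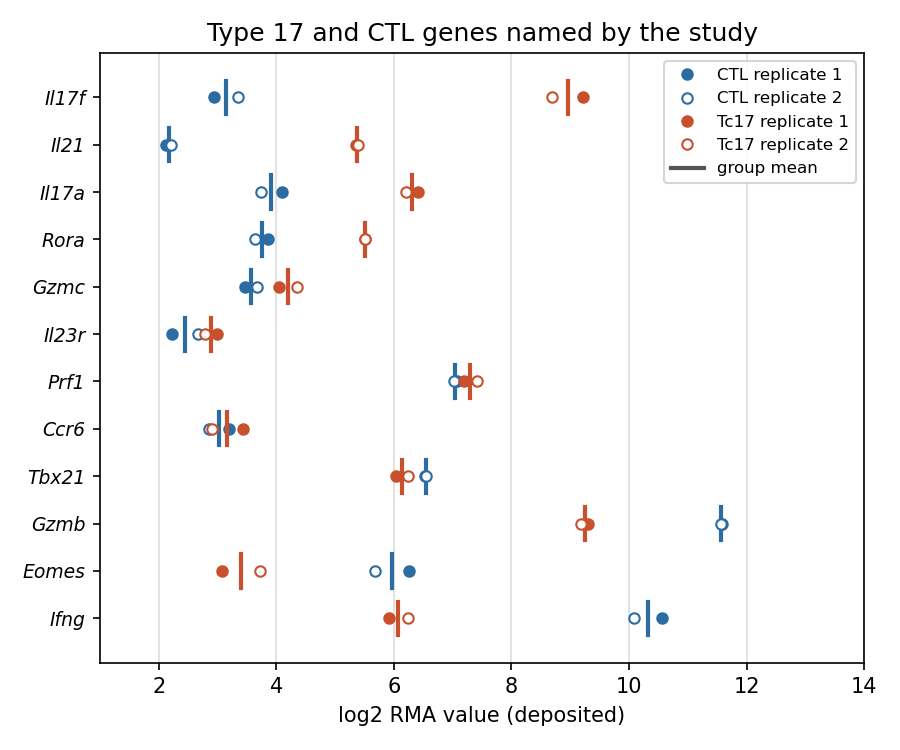
Deposited RMA values, taken as log2 (horizontal axis), of the 12 tested type 17 and CTL genes that the study names, ordered by their difference. Circles are single arrays, blue for CTL and red for Tc17, filled for replicate 1 and open for replicate 2, and vertical bars are group means. *Tbx21*, *Ccr6*, *Prf1* and *Il23r* had differences from -0.40 to 0.44 and did not pass the threshold.

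Genes of the type 17 program rose as a group. Of 14 tested members, 9 rose and 1 fell over all genes tested, and 11 rose and 1 fell adjusted over the list alone, with *Il17f* and *Ahr* at the top. The member that fell was *Il24*, a cytokine of the IL-10 family (by 1.22 ± 0.30, limma adjusted p = 0.0164), and that call was lost without CTL replicate 1 (-0.64) and without Tc17 replicate 2 (-0.98). In camera, which sets a list against the other genes, the adjusted p of the type 17 list was 1.03e-10 (adjusted p = 0.389 with an estimated correlation). The list of cytotoxic effector genes split. Of its 20 tested members, 6 rose and 6 fell, and 7 rose and 7 fell adjusted over the list alone (camera adjusted p = 0.819). The list also holds receptor and serpin genes, so its split is not that of granzyme and perforin genes alone. The median of this list was 0.03, while its mean of -0.05 and the test had the other sign. The lectin-like receptor genes *Klrd1* (2.82 ± 0.17, limma adjusted p = 1.13e-06) and *Klrc1* (2.48 ± 0.13, limma adjusted p = 4.89e-07), which encode the chains of the CD94-NKG2A receptor, rose most, whereas *Ifng* and *Serpinb6b* fell most. Of the genes that the study names, *Gzmc* also rose and *Gzmb* fell. The others that rose were *Ctsw*, *Gzma* and *Tnfsf10*, and the others that fell were *Serpinb9*, *Fasl* and *Tnf*, all 6 named after their values were seen. The *Gzma* difference of 2.26 ± 0.49 rested on unequal Tc17 arrays (5.94 and 3.71) and was 1.14 without Tc17 replicate 1 and 3.37 without Tc17 replicate 2, and its call was lost with an intensity trend and robust moderation. Of 8 transcription factors of CTLs, *Id2* rose (0.75 ± 0.13, limma adjusted p = 0.00269) and *Eomes* and *Irf8* (by 0.60 ± 0.14, limma adjusted p = 0.0151) fell, and 2 rose and 4 fell adjusted over the list alone. The list had a camera adjusted p of 0.120, and it passed, lower in Tc17 cells, without Tc17 replicate 2 (adjusted p = 0.0232, with a range from 0.0232 to 0.791 over the alternatives). *Irf8* was lost without CTL replicate 1 (-0.59), CTL replicate 2 (-0.61) or Tc17 replicate 1 (-0.43).

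Genes of the TGF-β and IL-6 responses were higher in Tc17 cells, whose cultures received both cytokines. Of 14 tested members of the TGF-β response list, 9 rose and none fell, and 10 rose adjusted over the list alone, led by *Itgae* and *Ldlrad4*, an inhibitor of TGF-β signaling (2.83 ± 0.15, limma adjusted p = 5.25e-07). Camera gave an adjusted p of 4.82e-09 (adjusted p = 0.389 with an estimated correlation). Of 12 tested members of the IL-6-STAT3 list, 7 rose and 3 fell, also when adjusted over the list alone (camera adjusted p = 0.00278, adjusted p = 0.0869 on ranks and adjusted p = 0.502 with an estimated correlation, the highest of the alternatives, whose lowest was 9.56e-04). The transcriptional repressor gene *Bcl6* (2.01 ± 0.13, limma adjusted p = 2.52e-06) and the feedback inhibitor gene *Socs3* (1.89 ± 0.15, limma adjusted p = 1.42e-05) rose most, and the kinase gene *Pim1* (by 0.98 ± 0.14, limma adjusted p = 7.74e-04) and *Nfil3* (by 0.83 ± 0.14, limma adjusted p = 0.00188) fell most. *Socs3* was 1.13 with the mean of its probe sets. IL-2 was present in both cultures, yet 10 of 16 members of the IL-2-STAT5 list fell in Tc17 cells and none rose, with 11 falling adjusted over the list alone (camera adjusted p = 9.76e-10, adjusted p = 0.389 with an estimated correlation). *Lta* (by 2.67 ± 0.16) and *Gzmb* fell most in this list.

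Interferon-induced genes were lower in Tc17 cells. Of 26 tested members 15 fell and 1 rose, and 16 fell and 1 rose adjusted over the list alone, with a median log2 difference of -0.93 (camera adjusted p = 6.25e-12, adjusted p = 0.493 with an estimated correlation). In fry, which asks whether the genes of a list move one way on balance, the list did not pass (adjusted p = 0.0951, with a range from 2.10e-19 to 0.493 over the alternatives). *Usp18* (by 3.09 ± 0.17) and *Oas3*, which encodes a sensor of double-stranded RNA (by 2.23 ± 0.20, limma adjusted p = 2.82e-05), fell most. The guanylate-binding protein gene *Gbp3* rose (0.63 ± 0.19, limma adjusted p = 0.0426), a call lost without CTL replicate 1 (0.67), CTL replicate 2 (0.59) or Tc17 replicate 2 (0.31) and with no filter, cyclic loess or median centring. Without Tc17 replicate 1 it was 0.96. The median over the list of the difference from the CTL mean was -0.94 for Tc17 replicate 1 and -0.78 for Tc17 replicate 2. Of 8 tested type 2 genes, 5 fell and 2 rose, also when adjusted over the list alone (camera adjusted p = 0.0171, adjusted p = 0.710 with an estimated correlation). This call was also lost in fry (adjusted p = 0.213) and on ranks (adjusted p = 0.0869), with a range from 6.99e-04 to 0.710 over the alternatives. *Csf2* and *Il3*, neighboring cytokine genes, fell most (*Il3* by 1.85 ± 0.41, limma adjusted p = 0.00942), and *Ccr8* (0.98 ± 0.18, limma adjusted p = 0.00389) and *Il4ra* (0.59 ± 0.13, limma adjusted p = 0.00856) rose. *Il3* was -0.98 without CTL replicate 1 and -2.73 without CTL replicate 2, and was lost with an intensity trend and robust moderation, and *Il4ra* was lost without Tc17 replicate 2 (0.54).

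Most genes of the list of chemokines and homing receptors were higher in Tc17 cells. Of its 16 tested members, 10 rose and 3 fell, also when adjusted over the list alone (camera adjusted p = 3.25e-04, adjusted p = 0.493 with an estimated correlation). *Itgae* and *Cxcr6* rose most, and *Ccl5* and *Ccr4* (by 1.13 ± 0.17, limma adjusted p = 0.00107) fell most. Of 14 genes of naive and memory T cells, 8 rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 0.00268, adjusted p = 0.0635 on ranks and adjusted p = 0.510 with an estimated correlation, the highest of the alternatives, whose lowest was 6.10e-04). *S1pr1*, the receptor for exit from lymph nodes (2.07 ± 0.24, limma adjusted p = 2.09e-04), and *Il7r*, the IL-7 receptor (1.59 ± 0.13, limma adjusted p = 1.74e-05), rose most, while *Dapl1* (by 1.98 ± 0.16, limma adjusted p = 1.79e-05) and the survival gene *Bcl2* (by 1.00 ± 0.13, limma adjusted p = 4.44e-04) fell. Co-stimulatory and inhibitory receptors went both ways, with 4 of 14 rising and 3 falling over all genes tested, and 4 rising and 5 falling adjusted over the list alone (camera adjusted p = 0.799). *Nt5e* and *Pdcd1*, which encodes PD-1 (1.32 ± 0.13, limma adjusted p = 7.05e-05), rose most, and *Tnfrsf4*, which encodes OX40 (by 1.30 ± 0.14, limma adjusted p = 9.35e-05), and *Cd69*, an early activation marker (by 0.99 ± 0.12, limma adjusted p = 3.30e-04), fell most.

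**Figure D3:**
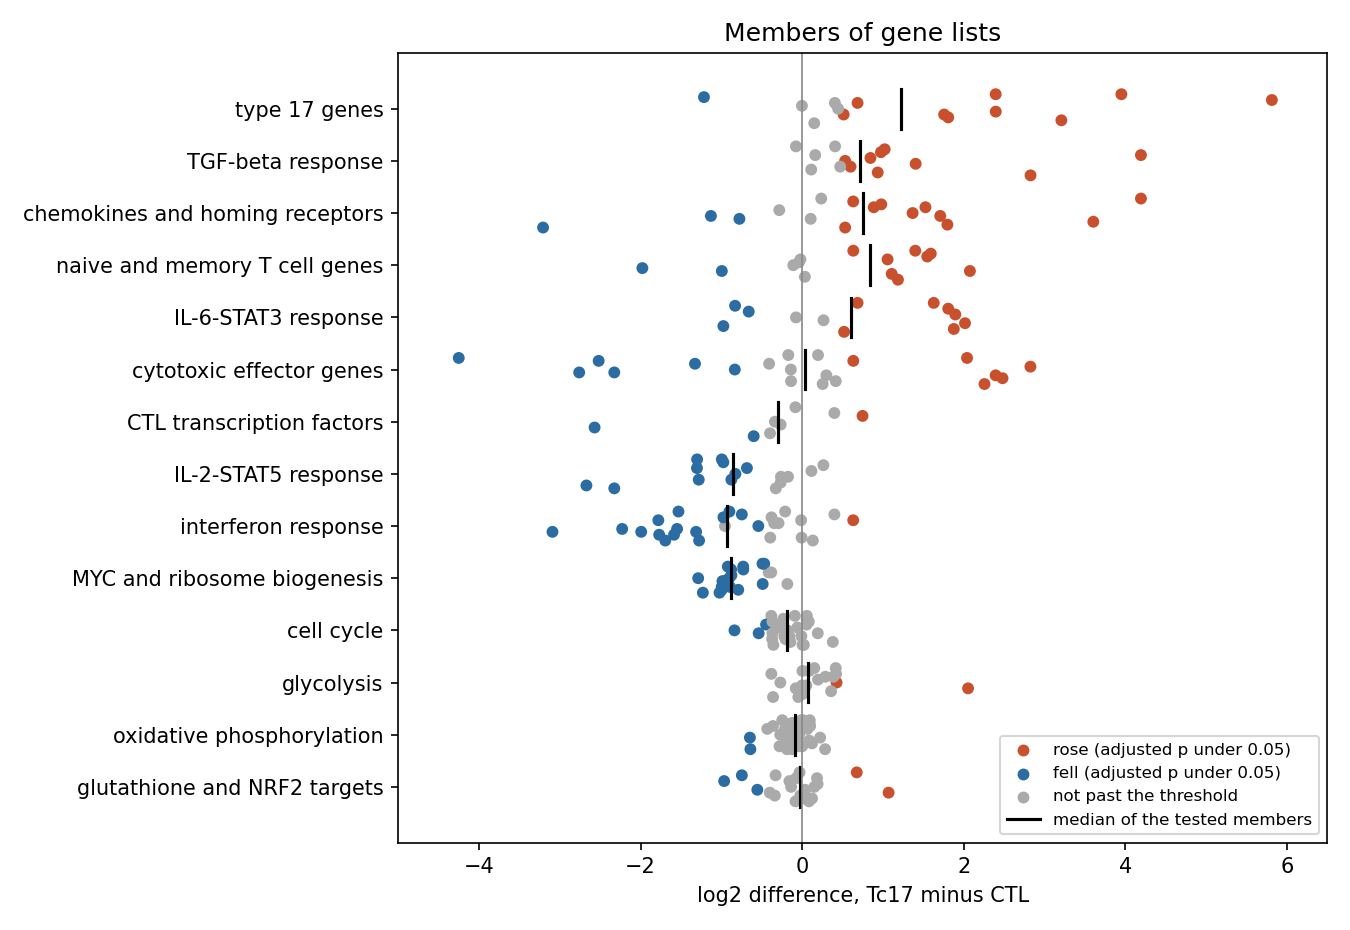
Log2 difference between Tc17 and CTL arrays (horizontal axis) of each tested member of 14 gene lists. Red points rose and blue points fell at a limma adjusted p under 0.05, grey points did not pass, and black bars are medians. The type 17 median was 1.22, that of the interferon list -0.93 and that of the MYC and ribosome biogenesis list -0.88. The medians of the glycolysis, oxidative phosphorylation and glutathione lists lay between -0.09 and 0.07.

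Genes of MYC and ribosome biogenesis were lower in Tc17 cells, while most genes of the cell cycle and of core energy metabolism did not pass the test. Of 21 genes of the MYC and ribosome biogenesis list, 18 fell and none rose, and 20 fell adjusted over the list alone, with a median log2 difference of -0.88 (camera adjusted p = 7.97e-16, adjusted p = 0.389 with an estimated correlation). *Srm*, the spermidine synthase gene (by 1.29 ± 0.14, limma adjusted p = 1.03e-04), and the nucleolar *Gnl3* (by 1.23 ± 0.17, limma adjusted p = 6.89e-04) fell most. Of 27 cell cycle genes, 3 fell and none rose, also when adjusted over the list alone, with a median of -0.18. *Ccne1*, which encodes cyclin E1 (by 0.84 ± 0.16, limma adjusted p = 0.00368), and *Tyms* (by 0.54 ± 0.13, limma adjusted p = 0.0188) fell most. The cell cycle list had a camera adjusted p of 0.0109 (adjusted p = 0.791 with an estimated correlation), lost without Tc17 replicate 2 (adjusted p = 0.192), with cyclic loess (adjusted p = 0.0671) and in fry (adjusted p = 0.299), with a range from 9.78e-04 to 0.791 over the alternatives. *Tyms* was lost without CTL replicate 1 (-0.55), CTL replicate 2 (-0.53) or Tc17 replicate 1 (-0.42).

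Of 20 glycolysis genes, *Aldoc* (2.05 ± 0.19, limma adjusted p = 4.55e-05) and *Pdk1* (0.42 ± 0.13, limma adjusted p = 0.0470) rose and none fell, and 1 rose adjusted over the list alone (camera adjusted p = 0.232). *Pdk1* was lost in each fit that left out an array, with differences of 0.36 without CTL replicate 1, 0.49 without CTL replicate 2, 0.47 without Tc17 replicate 1 and 0.38 without Tc17 replicate 2, and also with no filter, median centring or the replicate block. Of 39 oxidative phosphorylation genes, *Atp5g1* (by 0.65 ± 0.16, limma adjusted p = 0.0198) and *Cycs*, the cytochrome c gene (by 0.64 ± 0.14, limma adjusted p = 0.0105), fell and none rose, also when adjusted over the list alone (camera adjusted p = 0.0758). Without CTL replicate 1 and without Tc17 replicate 2 the calls of *Atp5g1* (-0.61 and -0.41) and *Cycs* (-0.60 and -0.48) were lost, as were that of *Atp5g1* without CTL replicate 2 (-0.69) and that of *Cycs* with the mean of its probe sets (-0.38). Without Tc17 replicate 1 both lists passed in camera, with an adjusted p of 0.0123 for glycolysis, higher in Tc17 cells, and 0.0107 for oxidative phosphorylation, lower in Tc17 cells, which also passed on ranks (adjusted p = 0.0289). Over the alternatives the ranges were 0.0123 to 0.979 and 0.0107 to 0.791. Of 21 glutathione and NRF2 target genes, 2 rose and 3 fell, also when adjusted over the list alone (camera adjusted p = 0.391). *Fth1*, the ferritin heavy chain gene (1.07 ± 0.13, limma adjusted p = 2.49e-04), and *Cat*, the catalase gene (0.67 ± 0.14, limma adjusted p = 0.00706), rose, while *Slc7a11*, the cystine transporter gene (by 0.97 ± 0.18, limma adjusted p = 0.00362), and *Hmox1* (by 0.75 ± 0.16, limma adjusted p = 0.00747) fell most. *Cat* was lost without Tc17 replicate 1 (0.54) and *Hmox1* without CTL replicate 1 (-0.53). Of 17 cholesterol synthesis genes only *Mvk*, the mevalonate kinase gene, passed (0.72 ± 0.16, limma adjusted p = 0.00955, 1 rising also when adjusted over the list alone, camera adjusted p = 0.391), and it was lost without CTL replicate 2 (0.58) and without Tc17 replicate 1 (0.54).

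T cell receptor and CD8 genes were higher in Tc17 cells for 5 of 9 tested members, also when adjusted over the list alone (camera adjusted p = 0.00177, adjusted p = 0.389 with an estimated correlation). *Cd3g* (1.00 ± 0.13, limma adjusted p = 3.32e-04) and *Zap70*, the kinase gene (0.91 ± 0.13, limma adjusted p = 5.85e-04), rose most. No B cell marker of 5 tested passed (camera adjusted p = 0.665), and the brightest, *Cd79b*, was at 5.08 ± 0.08 in Tc17 cells and 4.65 ± 0.18 in CTLs. No erythroid marker of 3 passed (camera adjusted p = 0.553), with *Klf1* at a difference of 0.23 ± 0.14 and *Slc4a1* brightest at 3.35 ± 0.20 and 3.36 ± 0.002. Of 11 myeloid and dendritic cell markers, *H2-Ab1*, the brightest (1.05 ± 0.17, limma adjusted p = 0.00171), and *Cd68* (1.01 ± 0.17, limma adjusted p = 0.00236) rose and *Cd74*, the invariant chain gene, fell by 0.96 ± 0.22 (limma adjusted p = 0.0127), also when adjusted over the list alone (camera adjusted p = 0.665). *Cd74* was lost without CTL replicate 1 (-0.54) and without Tc17 replicate 2 (-0.89). Of 6 stromal markers, *Pecam1* rose (0.57 ± 0.13, limma adjusted p = 0.0101, camera adjusted p = 0.665), also when adjusted over the list alone, and it was lost without Tc17 replicate 2 (0.51).

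Of 3 NK cell markers only *Eomes*, which the CTL list also holds, fell, also when adjusted over the list alone (camera adjusted p = 0.0958, and 0.0338 in fry, the lowest of the alternatives, whose highest was 0.502). Of 5 γδ T cell markers *Maf*, which the type 17 list also holds, rose (2.39 ± 0.15, limma adjusted p = 2.16e-06), and 3 rose adjusted over the list alone (camera adjusted p = 0.0188, adjusted p = 0.0560 on ranks and adjusted p = 0.493 with an estimated correlation, the highest of the alternatives, whose lowest was 3.06e-04). Of 2 CD4 T cell markers *Zbtb7b* fell (by 0.63 ± 0.14, limma adjusted p = 0.00923), also when adjusted over the list alone (camera adjusted p = 0.255), a call lost without CTL replicate 2 (-0.53) and without Tc17 replicate 2 (-0.54). Of 8 regulatory T cell markers, *Foxp3* (0.60 ± 0.13, limma adjusted p = 0.00780) and *Ctla4* (0.59 ± 0.14, limma adjusted p = 0.0141) rose and *Lrrc32* (by 1.45 ± 0.17, limma adjusted p = 2.22e-04) and *Tnfrsf18* (by 0.88 ± 0.12, limma adjusted p = 7.39e-04) fell, also when adjusted over the list alone (camera adjusted p = 0.542). *Foxp3* was lost without Tc17 replicate 2 (0.55), and *Ctla4* without CTL replicate 2 (0.50) and without Tc17 replicate 1 (0.48). The 12 genes that the study names, tested as a list, had a camera adjusted p of 0.171. They passed in fry, higher in Tc17 cells (adjusted p = 0.0260, the lowest of the alternatives, whose highest was 0.510). This list mixes type 17 and CTL genes, so a test for 1 shared direction cannot decide whether the 2 kinds of gene move apart.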

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

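The comparisons with random lists, with the cell cycle list and with a list's own mean were chosen after the values were seen. So were the use of cyclic loess to look at scaling and the separate fit of unpaired rows. The lists, their limma calls, cyclic loess, the fits without an array and the fit of every row were planned. The report leaves out 13768 rows that are not paired with a single gene. In the limma fit of every row, which tested 26668 rows and 9227 of these, 134 of them differed between Tc17 and CTL by at least 2-fold at an adjusted p under 0.05, 74 higher and 60 lower in Tc17 cells, with log2 differences between -2.15 and 3.37. This was singled out because the signal lies in rows that the comparisons by gene leave out and that enter the report only in the fit of every row. Tested on their own, the 8509 of them above the filter level of the genes gave 0 rows past the threshold in limma and 967 at an unadjusted p under 0.05. The count of 134 was taken from the fit of every row after this separate test had given 0. These rows are not named here.

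Genes of the MYC and ribosome biogenesis list were lower in Tc17 cells (median log2 difference -0.88, 18 of 21 past the threshold). Cyclic loess of the deposited values left the median at -0.83, so scaling left over after quantile normalisation does not account for it. Cyclic loess cannot undo the quantile step, so an effect of that step was not tested. Of 10000 random lists of the same size and brightness, the share with a median as low was 0%, which argues against the brightness of the probe sets. Fewer dividing cells in the Tc17 cultures would lower cell cycle genes by a like amount, but their median was -0.18 and their lower quartile of -0.36 lay above the upper quartile of -0.49 of the ribosome list. A response of growth genes to the culture condition stays open as a hypothesis, since the cytokines differ between the groups in every array.

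T cell receptor and CD8 genes were higher in Tc17 cells (median 0.67, 5 of 9 past the threshold). A larger share of other cells in the CTL cultures would raise all 9 in the Tc17 arrays by a like amount, yet 7 of the 9 lay over 2 standard errors from their mean of 0.48, from -0.15 for *Cd247* and -0.13 for *Thy1* to 0.91 for *Zap70* and 1.00 for *Cd3g*. *Cd247* and *Thy1* did not pass the threshold, *Thy1* was 0.003 without CTL replicate 1, and unequal compression of the probe sets by background was not tested. Cyclic loess left the median at 0.71, so scaling left over after quantile normalisation does not account for it, while the quantile step was not tested. *Cd8a* (0.67 ± 0.14) was lost without CTL replicate 1 (0.51) and without Tc17 replicate 2 (0.63), and a difference in activation state between the cultures was not tested and stays open.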

How the results depend on the processing

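Of 48 counts under alternatives, 5 moved by over 1.5 times. The 2342 genes became 855 calls when every row of the table was tested, and 919 at the study's RNA-seq thresholds, by construction fewer. In the fit of every row the prior had 3.12 degrees of freedom, against 8.98. The calls of at least 2-fold were 548 in that fit, against 462. Whether the weaker prior accounts for the 855 was not tested. Without 1 array, and so with fewer samples, the counts ranged from 1421 to 1924, and those at least 2-fold from 459 to 545 around 462. The lists past the threshold in camera went from 12 to 0 with an estimated correlation. A higher correlation does not account for this in the type 17, γδ T cell and T cell receptor and CD8 lists. The cause was not otherwise tested. With fry 11 lists passed, 9 of them among the 12, and with camera on ranks 9, 8 of them among the 12. Of the genes that the study names, 7 to 9 passed without 1 array, against 8. With the replicate number as a block the count was 2322, of which 2223 were shared, and the deviations of same-numbered arrays correlated at 0.0195 across genes, so the numbers were not taken to pair samples. Cyclic loess gave 2195 genes and median centring 2264, with 53.3% and 51.3% higher in Tc17 against 52.5%. The share was 58.9% when every row was tested. It also moved when an array was left out, and without Tc17 replicate 1 more of the genes were lower than higher. The median of all genes was 0.02, and 0.01 after either scaling. Among 1170 values of 117 named genes under alternatives, 1112 kept their side of the threshold, 5 of them with the other sign, 56 lost their call and 2 gained it. Of 351 list values, 324 kept their side, 6 of them with the other sign, 21 lost their call and 6 gained it. No called direction turned. The planned ratio was not run. Dim probe sets near the background limit what can be seen.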

Other observations

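The 5 lists below and the tests of the hypotheses were chosen after the values were seen, as were the genes named here other than *Ahr*, while the interferon list and the alternative fits were planned. Genes with a log2 difference over 1.2 in size and the members of planned lists were looked at first, the lists were then written from textbook knowledge, and some members, *Tcp11l2* among them, were put in because of their difference. All 5 are reported here. Genes of the response to amino acid shortage were lower in Tc17 cells. Of 37 tested members of such a list, 33 fell and 1 rose at a limma adjusted p under 0.05, with a median log2 difference of -0.92. *Slc7a3*, an arginine and lysine transporter gene, fell by 2.36 ± 0.14, *Trib3* by 1.58 ± 0.16, *Slc7a5*, a transporter gene for large amino acids, by 1.54 ± 0.14, *Asns*, the asparagine synthetase gene, by 1.49 ± 0.13, the folate enzyme gene *Mthfd2* by 1.38 ± 0.14, *Phgdh*, the first enzyme of serine synthesis, by 1.22 ± 0.14 and *Atf4*, the transcription factor of this response, by 1.02 ± 0.14. *Ddit4* rose by 0.45 ± 0.13, a call lost without CTL replicate 1 (0.39), CTL replicate 2 (0.50), Tc17 replicate 1 (0.35) or Tc17 replicate 2 (0.54), and with median centring or the replicate block. Targets of FOXO transcription factors and genes of quiescence were higher, with 19 of 29 rising and 1 falling and a median of 1.11. *Tcp11l2* rose by 2.65 ± 0.13, *Sesn3* by 2.47 ± 0.13, *Trp53inp1* by 2.44 ± 0.14, *Klhl24* by 2.11 ± 0.13 and *Cdkn1b*, a cell cycle inhibitor gene, by 1.34 ± 0.13, and *Foxo1* itself by 1.55 ± 0.14. The planned lists also hold 6 of these 29 and 2 of the 37. Set tests of the 5 lists as a whole are not used as evidence, since the lists were written after values were seen. These counts therefore describe the lists and do not test them. In camera at the preset correlation, the amino acid, FOXO, IFN-γ-induced GTPase and tissue residency lists passed, and the list of *Ahr* target genes did not. None passed with an estimated correlation. The camera adjusted p was then 0.0753 for each of the amino acid and FOXO lists, 0.171 for the residency list and 0.514 for the GTPase list.

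Lower activity of the ATF4 pathway in Tc17 cells is a candidate explanation for the amino acid genes. In its test, the 22 members with a log2 difference of at most 1.2 in size that had not been looked at when the list was written had a median of -0.82, and 0% of 10000 random lists of like brightness and limit were as low, with 19 of the 22 falling and 1 rising. Their values had been seen by the time the test was written, and a shared fall does not tell ATF4 from another regulator of these genes. Random lists also take no account of genes that move together. Over all 37 members, replicate 2 minus replicate 1 had a median of -0.14 in Tc17 arrays, with 1.05% of random lists as low. In CTL arrays it was 0.007, and between the groups it was -0.92. The 0% is therefore no measure of how rare such a shared fall is. The random lists had like brightness, so genes of that brightness did not in general fall as the 22 members did. The list was written after values were seen, so the 0% is no formal test of the brightness of the probe sets. Cyclic loess left the median of all members at -0.94, so scaling left over after quantile normalisation does not account for it. The quantile step was not tested. Activity of the protein was not measured, and a difference in medium use between the cultures was not tested.

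Higher FOXO activity may likewise underlie the quiescence genes. The 13 members with a difference of at most 1.2 in size that had not been looked at when the list was written had a median of 0.32. This was higher than 99.71% of random lists of like brightness and limit, with 4 of the 13 rising and 9 not past the threshold. Over all 29 members, replicate 2 minus replicate 1 had a median of 0.09 in CTL arrays, higher than 99.79% of random lists. In Tc17 arrays it was -0.05 (55.97%), and between the groups it was 1.11. Replicates of 1 group thus reached such a percentile, so the percentile does not decide for FOXO activity. The 1 member of the whole list that fell was *Sod2*, by 0.56 ± 0.15, a call lost without CTL replicate 1 (-0.62), CTL replicate 2 (-0.50) or Tc17 replicate 2 (-0.39). The study places AKT and FOXO1 in the control of IL-17, in other experiments, so the list is not independent of its subject. For *Ahr*, 15.4-fold higher in Tc17 cells, higher activity of the aryl hydrocarbon receptor could not be decided: of 6 tested target genes 1 passed, *Tiparp* (1.38 ± 0.13), and 1 of the other 5 lay above the median level of the tested genes.

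The Tc17 replicates differed in IFN-γ-induced GTPase genes. All 11 tested members of such a list were higher in Tc17 replicate 2 than in Tc17 replicate 1, by a median of 0.82, against a median of -0.06 between the CTL replicates. The planned interferon list also holds 3 of the 11, and 4 of the 11 had not been looked at when the list was written. Between the groups 4 of the 11 fell and 1 rose. *Iigp1* was at 3.05 and 5.19 in the Tc17 arrays and at 5.19 and 4.96 in the CTL arrays, and differed between the groups by -2.03 without Tc17 replicate 2 and 0.12 without Tc17 replicate 1. *Irf7* was at 3.56 and 5.01 in the Tc17 arrays, and its group difference of -1.77 ± 0.35 was -1.05 without Tc17 replicate 1 and -2.495 without Tc17 replicate 2, and its call was lost with an intensity trend and robust moderation. Over the planned interferon list, the median difference of replicate 2 from replicate 1 was 0.25 in Tc17 and -0.28 in CTL arrays.

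Of 19 genes in a list of tissue residency, 16 were tested, 8 rose and 1 fell, and 6 are also in planned lists, with *Cd101* 3.07 ± 0.17 higher in Tc17 cells. The 8 members with a difference of at most 1.2 in size that had not been looked at when the list was written had a median of 0.03, higher than 57.9% of random lists of like brightness and limit.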
